A study of Mus musculus with 4 samples.

How the data were processed

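RNA sequencing had been done on 4 mice, 2 with an intact Usp25 gene (Usp25+/+, mice WT-139 and WT-140) and 2 without it (Usp25-/-, mice KO-826 and KO-850). Per the labels, all were C57BL/6 mice of 8 weeks that received dextran sulfate sodium (DSS) at 2.5% for 5 days and normal water for 2 days, and the RNA came from a short piece of colon close to the anus. DSS damages the intestinal lining and is a common way to induce colitis in mice. Polyadenylated RNA was selected with oligo dT before library construction for Illumina sequencing, per the labels' protocols. The genotype of each mouse was taken from its label.

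The deposited table holds FPKM values, fragment numbers scaled to transcript length and to all mapped fragments, with 1 column for each mouse and 1 symbol for each of 24421 genes. The submitters' processing notes name Bowtie 0.12.2 and the genome build mm9. The tool that computed the FPKM values, the gene annotation, the strandedness and any filter are not given in the sources used here. Each column sums to between 525990 and 565010, so the values are neither counts nor values scaled to a common total. A gene listed at 0 may be unexpressed, too shallow to detect or a failed estimate, and is described only as listed at 0.

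Read totals are not part of an FPKM table, so the depth of each library is unknown and no counting interval was given. The most frequent value of FPKM times length was looked up over 2490 genes with 1 exon as a guide to relative depth. It gave 1.25 times the depth of mouse WT-140 for mouse WT-139, 0.791 times for mouse KO-826 and 0.742 times for mouse KO-850. Between 1.92% and 3.09% of the values above 0 sat on that most frequent value, which need not stand for a single fragment. These ratios are therefore rough and no test uses them.

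All calculations used R 4.3.3 with limma 3.58.1, and Python 3.11.15 with pandas 2.3.3 for the annotation and matplotlib 3.10.9 for the plots. Symbols turned into dates by a spreadsheet (27 of them) were left out, which left 24394 genes. A gene was tested when it reached an FPKM of 1 in at least 2 mice, and 12103 genes did. Values were analysed as log2(FPKM + 1), a scale that understates the change of low genes. Usp25-/- was compared with Usp25+/+ by limma's moderated test with a mean-variance trend, on both sides, with Benjamini-Hochberg adjustment over all genes tested and a threshold of 0.05. No litter, batch or pairing is recorded, so the fit has no block. With 2 mice against 2, an exact permutation test of a single gene cannot go below p = 0.333, so only tests across genes were run. The p-values measure the spread between these 4 mice alone.

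A total of 48 gene lists for cell types, pathways and stress responses were fixed before the data were examined, and 681 of their 686 entries are in the table. The 44 lists with at least 3 tested members were compared with all other tested genes by camera from limma, on both sides, with the correlation between genes preset at 0.01 and Benjamini-Hochberg adjustment over the lists. Camera with an estimated correlation and the directional fry test were run beside it. Error given with a list's mean is the standard error over its genes, which are not independent replicates. Another 8 lists were written after the values had been seen, and the closing section says so where they are used. Gene positions come from the Gencode annotation of the mm9 build, in which 20628 of the 24421 symbols were placed once.

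The genes named in the text follow a rule fixed before the data were examined. It takes Usp25, then for each direction the 12 genes with the largest change among those past the adjusted threshold. These must not overlap between the groups and must have a mean of at least 2 FPKM in the higher group, and open places are filled by the smallest unadjusted p. Predicted and RIKEN genes are used only when fewer than 12 others exist. It adds Traf3, Socs3, Il6, Tnf, Il1b, Il17a, Ifnb1, Cxcl1, Myc, Axin2 and Lgr5, and up to 8 members with the smallest p of each list past the threshold, or up to 4 of other lists described. Genes outside this rule are said to be chosen after their values were seen.

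Limma was tested on simulated data built from the 12103 genes with the observed spread, and camera on simulated lists. Limma recovered 0% of 50 genes changed 2-fold, 6% of 50 changed 4-fold, 54% of 50 changed 8-fold and 78% of 50 changed 16-fold, with 5 false calls. Camera called all 10 shifted lists and 0 of the others. Whether these lists had the observed spread or correlated genes is not given. The result therefore does not measure false calls among lists of correlated genes. In the real neutrophil list the estimated correlation was 0.989. Alternatives covered the pseudocount, the filter, the scaling between libraries, the variance model, the threshold, the list test and leaving out each mouse in turn.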

Results

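The data are 4 polyA RNA-seq libraries labelled as colon from DSS-treated mice, 2 of genotype Usp25+/+ (mice WT-139 and WT-140) and 2 of genotype Usp25-/- (mice KO-826 and KO-850). Usp25 encodes a ubiquitin-specific protease, an enzyme that removes ubiquitin from other proteins. The comparison asks how gene expression after DSS differs between mice with and without it. Levels are given as FPKM, and the number of genes at an FPKM of at least 1 was 12058, 11656, 11759 and 11879 in mice WT-139, WT-140, KO-826 and KO-850. The sequencing depth behind these values is unknown.

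Usp25 itself followed the genotype labels in every library. Its level was 38.5 and 16.6 FPKM in the Usp25+/+ mice and 2.65 and 1.71 FPKM in the Usp25-/- mice, or 27.5 ± 15.4 against 2.18 ± 0.662 (SD, n = 2). The log2 difference was -3.07 ± 0.47 (SE), and limma's Benjamini-Hochberg adjusted p was 0.968. The gene lies on chromosome 16 from 77014314 to 77117024 (mm9), on the plus strand, and is protein-coding. Without mouse WT-140 the log2 difference was -3.65 with an adjusted p of 0.0341 by limma. Of 5 tested genes of the list of its neighbours on chromosome 16, 3 had higher mean log2 values in Usp25-/- mice, and the list did not pass camera (adjusted p = 0.493). Without mouse WT-139 all 5 were higher, with a mean log2 difference of 0.73 ± 0.24 (SE over genes). Samsn1, in this list, stood at 386 FPKM in mouse WT-139 and between 32.2 and 41.6 FPKM in the others.

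Many transcripts that mark the colon wall were low or listed at 0 in all 4 libraries, and some members of the same lists were not. Muc2, the main intestinal mucin, did not exceed 0.193 FPKM, and Car1, a colonocyte carbonic anhydrase, did not exceed 0.0509 FPKM. Zg16, a goblet cell lectin, and Aqp8, a colonocyte water channel, were listed at 0 in each mouse. The muscle genes Myh11, Des and Actg2 reached at most 0.814, 1.45 and 0.530 FPKM. Below 1 FPKM in all 4 mice were 8 of 15 goblet cell genes, 10 of 22 absorptive colonocyte genes, 7 of 9 enteroendocrine genes, 5 of 8 tuft cell genes and 13 of 16 genes of enteric neurons and glia. Among the higher members, Car4 of the colonocyte list stood at 193 to 399 FPKM, Ltc4s of the tuft cell list at 25.4 to 142 FPKM, Agr2 of the goblet cell list at 18.6 to 24.4 FPKM and Tpm2 of the muscle list at 5.97 to 34.6 FPKM. The median over 13 smooth muscle genes was 0.657, 1.39, 1.03 and 0.985 FPKM in mice WT-139, WT-140, KO-826 and KO-850. Genes of surfactant and of airway secretion were abundant in the same libraries. These genes, and the gut and muscle genes picked from the fixed lists for this paragraph, were chosen after their values were seen. Surfactant protein genes stood at 865 to 3284 FPKM for Sftpb, 339 to 2596 FPKM for Sftpc and 172 to 227 FPKM for Sftpd. The club cell gene Scgb1a1 stood at 219 to 741 FPKM. These levels hold for both genotypes, and the libraries are called by their label, colon, only in that sense.

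**Figure D1:**
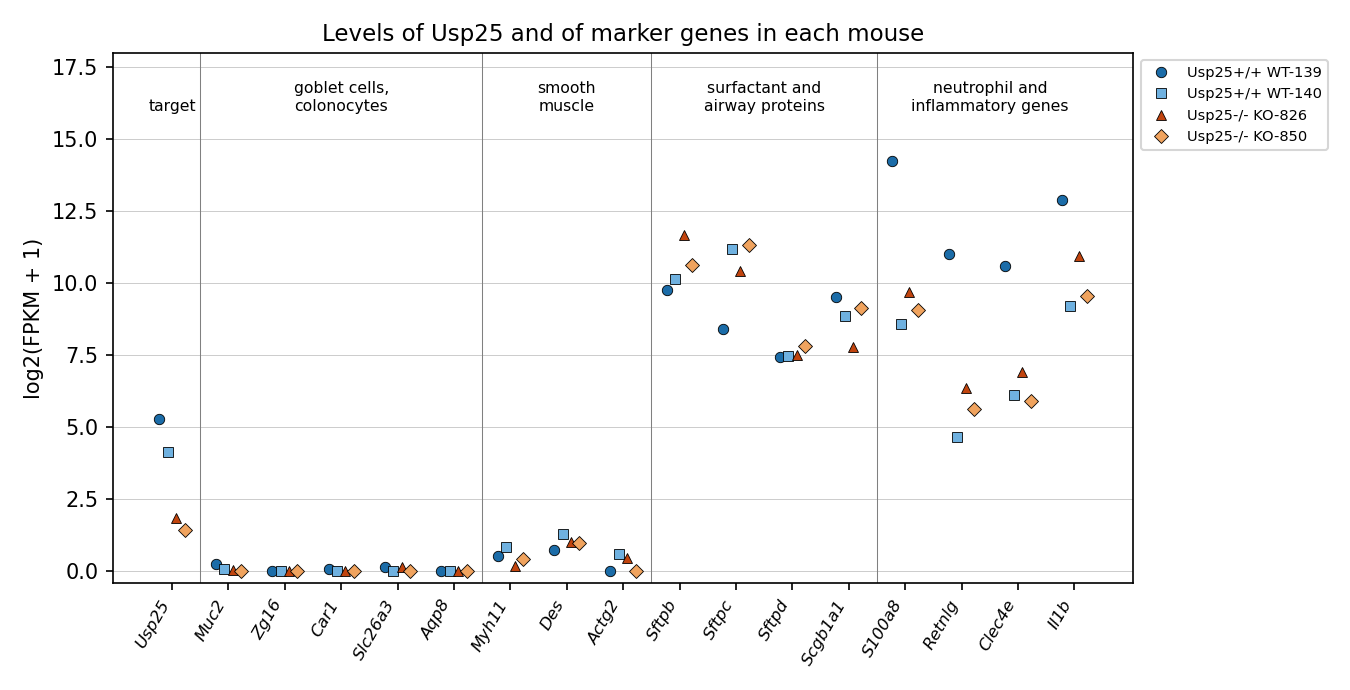
Levels of single genes in each of the 4 mice, as log2(FPKM + 1) on the vertical axis, with 1 point for each mouse and genes grouped along the horizontal axis. Usp25 separates the genotypes, the 8 goblet cell, colonocyte and smooth muscle genes stay at or below 1.45 FPKM, and S100a8 reaches 19445 FPKM in mouse WT-139.

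mouse WT-139 stood apart from the other 3 mice. Its correlation with them over the 12103 tested genes was 0.876 to 0.890, whereas mice WT-140, KO-826 and KO-850 correlated with each other at 0.933 to 0.968. Genes are not independent replicates, so these values describe the libraries. The closest pair joined the genotypes, mouse WT-140 with mouse KO-850. The first principal component held 61.6% of the variance and set mouse WT-139 against the rest. Neutrophil products were part of this. S100a8, a calcium-binding protein of neutrophils, was at 19445 FPKM in mouse WT-139 and at 382, 838 and 536 FPKM in mice WT-140, KO-826 and KO-850. Retnlg, another neutrophil gene, was at 2073 FPKM against 24.5, 80.6 and 49.1 FPKM. Low-level signal was also wider in mouse WT-139, in which 3862 genes were listed at 0, against 8813, 7175 and 8612 in mice WT-140, KO-826 and KO-850.

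Single genes did not pass the test between the genotypes. Limma called 0 of 12103 genes at a Benjamini-Hochberg adjusted p of 0.05, and the smallest adjusted p was 0.346. At an unadjusted p under 0.05 there were 400 genes, 272 higher and 128 lower in Usp25-/-, where chance alone gives 605. With mice WT-139 and KO-826 set against the others, limma gave 793 such genes. With mice WT-139 and KO-850 set against the others, it gave 183. The genotype groups did not overlap for 2304 genes higher and 1775 genes lower in Usp25-/-, together 33.7% of those tested, and chance gives 33.3%. Without mouse WT-140, limma called 163 genes, 13 higher and 150 lower. Without mouse WT-139 it called 0, with 656 genes at an unadjusted p under 0.05.

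Tff1, Gkn1, Mcpt1 and Mcpt2 were among the 12 genes with the smallest unadjusted p and higher values in Usp25-/- mice, none of them past the adjusted threshold. Tff1, a trefoil peptide known from the stomach, stood at 71.3 and 105 FPKM in Usp25+/+ and at 1848 and 759 FPKM in Usp25-/- mice, a log2 difference of 3.76 ± 0.54. Gkn1, a gastric mucosal protein, stood at 2.94 and 3.59 FPKM against 201 and 36.5 FPKM. Mcpt1 and Mcpt2, proteases of mucosal mast cells, stood at 73.8 and 134 FPKM and at 18.4 and 20.7 FPKM in Usp25+/+ mice. In Usp25-/- mice they stood at 1428 and 592 FPKM and at 167 and 79.5 FPKM. The chemokine gene Ccl7 was listed at 0 and at 1.73 FPKM in Usp25+/+ mice and stood at 12.5 and 13.2 FPKM in Usp25-/- mice. Prap1 was listed at 0 in both Usp25+/+ mice and stood at 17.7 and 6.63 FPKM in the others. Dpcr1 had 11.5 and 9.28 FPKM against 96.1 and 60.3 FPKM. The remaining names on this side were H2-Q8, Dnajc22, Pakap, Mir7005 and Mia, with log2 differences between 1.85 and 2.14. Dpcr1 (35772697 to 35780640) and H2-Q8 (35531071 to 35534971) both lie on chromosome 17 in the mm9 build. H2-Q8 belongs to a family of near-identical genes, so its level is uncertain.

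Pira1 had the smallest p of all genes. It stood at 24.4 and 16.5 FPKM in Usp25+/+ mice and was listed at 0 in both Usp25-/- mice (log2 difference -4.40 ± 0.33, limma adjusted p = 0.346). Pira1 is a receptor of a family of close copies, and its reads may be shared among them. Snai1, a transcription factor of epithelial-mesenchymal transition, stood at 11.6 and 6.52 FPKM against 2.16 and 2.14 FPKM. Inpp1, a phosphatase of inositol phosphate turnover, stood at 4.30 and 3.27 FPKM against 0.805 and 0.947 FPKM. The histone gene Hist2h2aa1, which has a near-identical neighbour, stood at 72.3 and 65.0 FPKM against 30.5 and 25.4 FPKM. The other names on this side were Usp25, Ceacam16 and the short RNAs Mir6386, AF357399, Mir7048, Snord49a, Mir7087 and Mir7060. Apart from Usp25 these had log2 differences between -1.93 and -1.36. Polyadenylated RNA had been selected, so the values of these short RNAs, and of Mir7005, need not reflect the mature short RNAs. Their source was not tested.

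**Figure D2:**
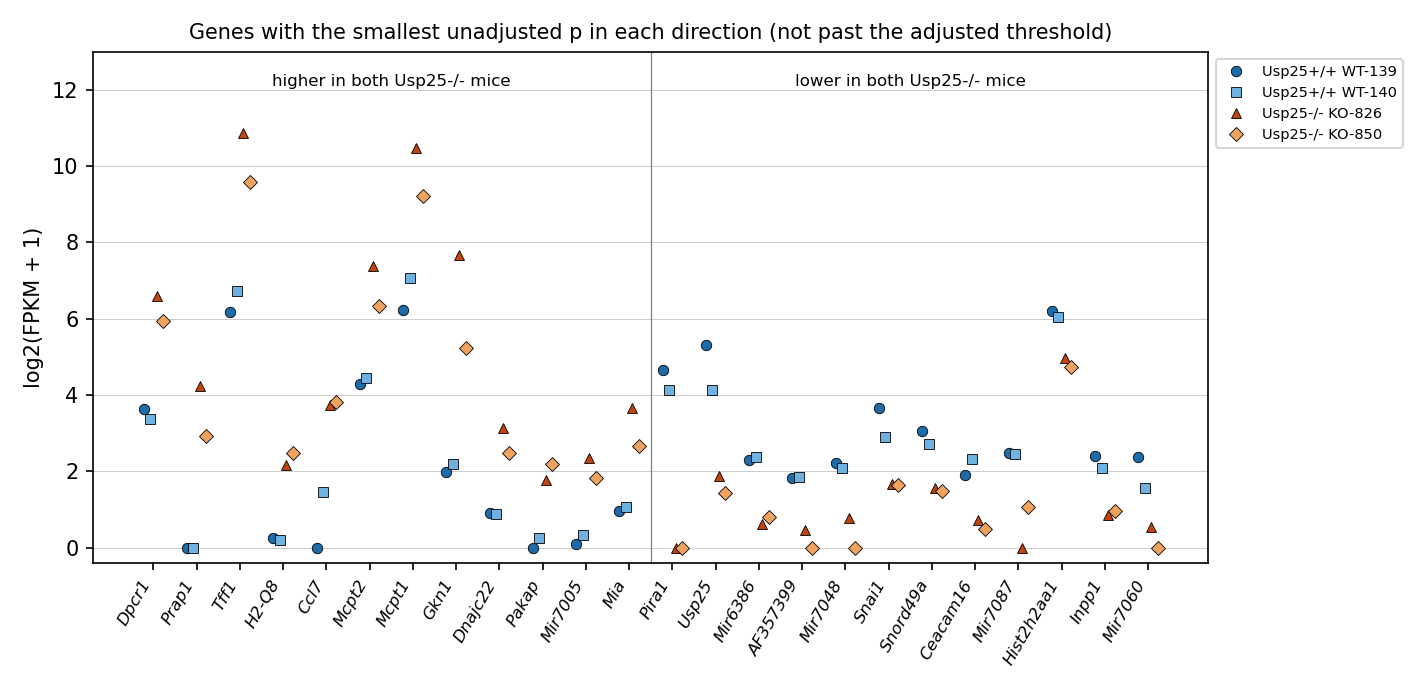
Levels of the 12 genes on each side with the smallest unadjusted p, as log2(FPKM + 1) on the vertical axis, with 1 point for each of the 4 mice. None passed limma's adjusted threshold of 0.05, and Tff1 shows 71.3 and 105 FPKM in Usp25+/+ mice against 1848 and 759 FPKM in Usp25-/- mice.

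Among the genes of the study question, Tnf and Socs3 had lower values in both Usp25-/- mice with and without mouse WT-139, and Il1b, Il6 and Il17a changed sign without it. Tnf, an inflammatory cytokine, stood at 305 and 69.2 FPKM in Usp25+/+ and at 43.7 and 27.1 FPKM in Usp25-/- mice, a log2 difference of -2.05 ± 0.75. Without mouse WT-140 this became -3.11 with an adjusted p of 0.0484 by limma, and without mouse WT-139 it was -0.99. Socs3, an inhibitor of cytokine signalling, stood at 189 and 132 FPKM against 81.3 and 86.7 FPKM, a log2 difference of -0.90 and of -0.64 without mouse WT-139. Traf3, an adaptor that USP25 is known to deubiquitinate, stood at 8.98 and 3.31 FPKM against 3.13 and 3.30 FPKM. Il1b stood at 7682 and 594 FPKM against 1965 and 759.8 FPKM, and its log2 difference turned from -0.81 to 1.04 without mouse WT-139. Il6 turned from -0.01 to 0.69 and Il17a from -0.67 to 0.12 in the same step. Cxcl1 overlapped between the genotypes, from 158 to 185 FPKM in Usp25+/+ and from 111 to 218 FPKM in Usp25-/- mice. Myc stood at 6.04 and 11.4 FPKM against 14.3 and 12.9 FPKM. Ifnb1, Axin2 and Lgr5 were too low to test, at no more than 0.464, 0.431 and 0.0484 FPKM. None of these genes passed limma's adjusted threshold with all 4 mice.

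Camera called lists such as epithelial junctions, proliferation and blood higher in Usp25-/- mice, and lists such as the interferon responses, NF-kappaB targets and neutrophils lower. Inflammatory cytokines were not called (adjusted p = 0.283). Camera called 16 of 44 lists at a Benjamini-Hochberg adjusted p of 0.05, 6 up and 10 down. With an estimated correlation it called 0 of 44, the smallest adjusted p with an estimated correlation being 0.772, and 0 lists had an unadjusted p under 0.05. The fry test also called 0, with a smallest adjusted p of 0.800. Members are counted as higher or lower by their mean log2(FPKM + 1), which can differ in direction from the mean FPKM. No member of any list passed limma over all genes. With p adjusted over the list alone, 3 members passed, namely Mcpt1, Mcpt2 and Ccl7. Without mouse WT-139, camera kept 7 of the 16 calls in their direction, and 3 lists turned the other way.

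Epithelial junction genes rose as a group in Usp25-/- mice (camera adjusted p = 0.000503, and adjusted p = 0.772 with an estimated correlation). Of 15 measured members 13 were higher, with a mean log2 difference of 0.66 ± 0.15 (SE over genes). The size depended on the mouse left out, with a mean of 0.42 without mouse KO-826 and of 1.01 without mouse KO-850. The tight junction gene Cldn2 stood at 9.25 and 2.83 FPKM against 25.7 and 21.8 FPKM, and Cldn7 at 25.6 and 26.7 FPKM against 132 and 52.3 FPKM. The list of regenerating epithelium rose too, with 10 of 11 members higher (camera adjusted p = 0.000996, and adjusted p = 0.772 with an estimated correlation). Clu, a secreted chaperone of damaged epithelium, stood at 735 and 945 FPKM against 4850.1 and 2323 FPKM. Areg, a growth factor that activates the EGF receptor, stood at 177 and 205 FPKM against 878 and 282 FPKM. Proliferation genes rose by a smaller amount, 0.35 ± 0.06 on the log2 scale, with 23 of 25 members higher (camera adjusted p = 0.00118, and adjusted p = 0.772 with an estimated correlation). Without mouse WT-139 the mean was 0.23, with 16 of 23 members higher and 7 lower (camera adjusted p = 0.0390). Mcm6, part of the replicative helicase, stood at 7.83 and 11.1 FPKM against 17.0 and 20.5 FPKM.

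Mast cells and eosinophils formed a list with 3 measured members of 14, and it rose through its mast cell proteases Mcpt1 and Mcpt2 (camera adjusted p = 0.0126, and adjusted p = 0.772 with an estimated correlation). Kit, the stem cell factor receptor of mast cells, was lower, at 5.85 and 5.55 FPKM against 3.98 and 4.92 FPKM. The other 11 genes of the list stayed below 1 FPKM in all 4 mice. The call thus rests on Mcpt1 and Mcpt2, and whether the number of mast cells differed was not tested. The blood list rose with 5 of 5 measured members higher (camera adjusted p = 0.00779, and adjusted p = 0.772 with an estimated correlation). The platelet chemokine Pf4 had a mean of 11.7 FPKM against 22.5 FPKM. Ppbp, another platelet chemokine, had a positive log2 difference of 0.41 ± 1.29 and a lower mean FPKM in Usp25-/- mice, 8.35 against 9.90 FPKM. Hbb-b1, a globin gene with close copies, stood at 0.396 and 4.16 FPKM against 13.7 and 3.87 FPKM. Heat shock genes rose with 7 of 7 members higher (camera adjusted p = 0.0252, and adjusted p = 0.772 with an estimated correlation). The chaperone gene Hspa1b stood at 11.7 and 20.1 FPKM against 26.0 and 30.1 FPKM. Without mouse WT-139 the heat shock list no longer passed (camera adjusted p = 0.0555, mean 0.32). The mast cell list lost its call when libraries were rescaled to a common total (camera adjusted p = 0.504, mean log2 difference 0.73). Mcpt1 and Mcpt2 hardly changed there, with log2 differences of 3.19 and 2.51 against 3.20 and 2.50. More genes passed the filter, 13304 against 12103, so lower members may have entered the mean. With median-of-ratios scaling the list kept its call (camera adjusted p = 0.0122, mean 1.77). It lost the call with ribosomal RNA genes left out besides rescaling (camera adjusted p = 0.516, mean 0.76) and without a filter (0.194, mean 0.37). Without mouse WT-140 it was not called either, with a mean of 1.96. Without mouse WT-140, camera adjusted p was 0.139 for regenerating epithelium, 0.121 for blood and 0.114 for heat shock. Their mean log2 differences were then 0.64, 1.07 and 0.60, against 0.77, 1.04 and 0.46 with all 4 mice. Regenerating epithelium and blood also lost their calls without mouse KO-826 (camera adjusted p = 0.0533 and 0.0988, means 0.42 and 0.46). Without mouse KO-850 both were called, with means of 1.13 and 1.62. Heat shock lost its call without mouse KO-850 as well (camera adjusted p = 0.110, mean 0.45).

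The interferon gamma and antigen presentation list fell in Usp25-/- mice with 17 of 20 measured members lower (camera adjusted p = 6.63e-07, and adjusted p = 0.772 with an estimated correlation). Irf1, an interferon-induced transcription factor, stood at 242 and 78.6 FPKM against 30.6 and 46.0 FPKM. Psmb9, an immunoproteasome subunit, stood at 151 and 72.4 FPKM against 36.7 and 48.6 FPKM. The list remained lower without mouse WT-139, with 20 of 20 members lower, but mouse WT-140 was then the only Usp25+/+ mouse. Its mean log2 difference was then -0.63 ± 0.07, in place of -1.29 ± 0.23 with all 4 mice. Median FPKM over the members was 138 in mouse WT-139 and 40.2, 21.6 and 32.1 in mice WT-140, KO-826 and KO-850. Immediate early genes fell with 14 of 14 members lower (camera adjusted p = 0.00118, and adjusted p = 0.772 with an estimated correlation). Zfp36, an mRNA decay factor, stood at 410 and 382 FPKM against 228 and 288 FPKM. This call was kept without mouse WT-139 (camera adjusted p = 0.0139) and lost without mouse KO-826 (0.0533), with mean log2 differences of -0.35 and -0.29 against -0.44 with all 4 mice.

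Type I interferon genes fell with 23 of 23 measured members lower, by a mean of -1.29 ± 0.11 on the log2 scale (camera adjusted p = 1.07e-08, and adjusted p = 0.850 with an estimated correlation). Ifit2, an interferon-induced antiviral gene, stood at 22.3 and 2.16 FPKM against 0.432 and 1.29 FPKM. Median FPKM over the members was 26.6 in mouse WT-139 and 5.35, 4.14 and 4.82 in mice WT-140, KO-826 and KO-850. Without mouse WT-139 the mean log2 difference was -0.07 ± 0.10 and the list no longer passed (camera adjusted p = 0.575), and without mouse WT-140 it was -2.55.

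Neutrophil genes fell with 11 of 11 measured members lower (camera adjusted p = 0.0122, and adjusted p = 0.850 with an estimated correlation), and the groups overlapped for all 11. Clec4e, a receptor of activated myeloid cells, stood at 1560.0 FPKM in mouse WT-139 and at 68.3, 121 and 58.7 FPKM in mice WT-140, KO-826 and KO-850. Without mouse WT-139 the same 11 members were all higher in Usp25-/- mice, by a mean of 1.00 ± 0.13 on the log2 scale. Camera then called the neutrophil list in the opposite direction, up. Without mouse KO-850 the neutrophil list was not called (mean -1.08 against -1.34). Genes of NF-kappaB targets fell with 15 of 16 members lower (camera adjusted p = 0.000283, and adjusted p = 0.850 with an estimated correlation). Antimicrobial and acute-phase genes fell with 9 of 11 lower (camera adjusted p = 0.0156, and adjusted p = 0.850 with an estimated correlation). Tnfaip3, a feedback inhibitor of NF-kappaB, stood at 582 and 158 FPKM against 142 and 109.5 FPKM. Lcn2, an iron-sequestering defence protein, stood at 5537 FPKM in mouse WT-139 and at 86.7, 82.8 and 105 FPKM in mice WT-140, KO-826 and KO-850. Both lists turned upward without mouse WT-139 and then did not pass (camera adjusted p = 0.474 and 0.321). The antimicrobial list also lost its call without a filter (0.271, mean -0.84 against -1.28).

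Pattern recognition receptors, STAT3 targets, chemokines and inflammasome genes also fell, with 15 of 15, 13 of 15, 15 of 20 and 5 of 7 measured members lower. Camera gave adjusted p of 0.000128, 0.0163, 0.0211 and 0.0438, and adjusted p of 0.772, 0.795, 0.850 and 0.850 with an estimated correlation. Tlr7, a sensor of single-stranded RNA, stood at 34.2 and 18.7 FPKM against 10.3 and 13.2 FPKM. Among chemokines Cxcl10 stood at 466 and 52.9 FPKM against 25.4 and 29.5 FPKM. Casp4, an inflammatory caspase, stood at 135 and 21.9 FPKM against 14.8 and 18.5 FPKM. None of these 4 lists passed without mouse WT-139, with camera adjusted p of 0.146, 0.580, 0.895 and 0.663. Their mean log2 differences were then -0.20, -0.07, 0.06 and -0.06, against -0.76, -0.47, -0.69 and -0.58 with all 4 mice, and the median of the chemokines was -0.06. The STAT3 targets also lost their call without mouse KO-826 (0.0533, mean -0.37), without mouse KO-850 (0.0545, mean -0.56) and without a filter (0.0771, mean -0.47). The inflammasome list lost it without mouse KO-850 (0.290, mean -0.48), with quantile normalization (0.0572, mean -0.58) and without a filter (0.204, mean -0.41). The chemokines lost it without a filter (0.0502, mean -0.68).

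**Figure D3:**
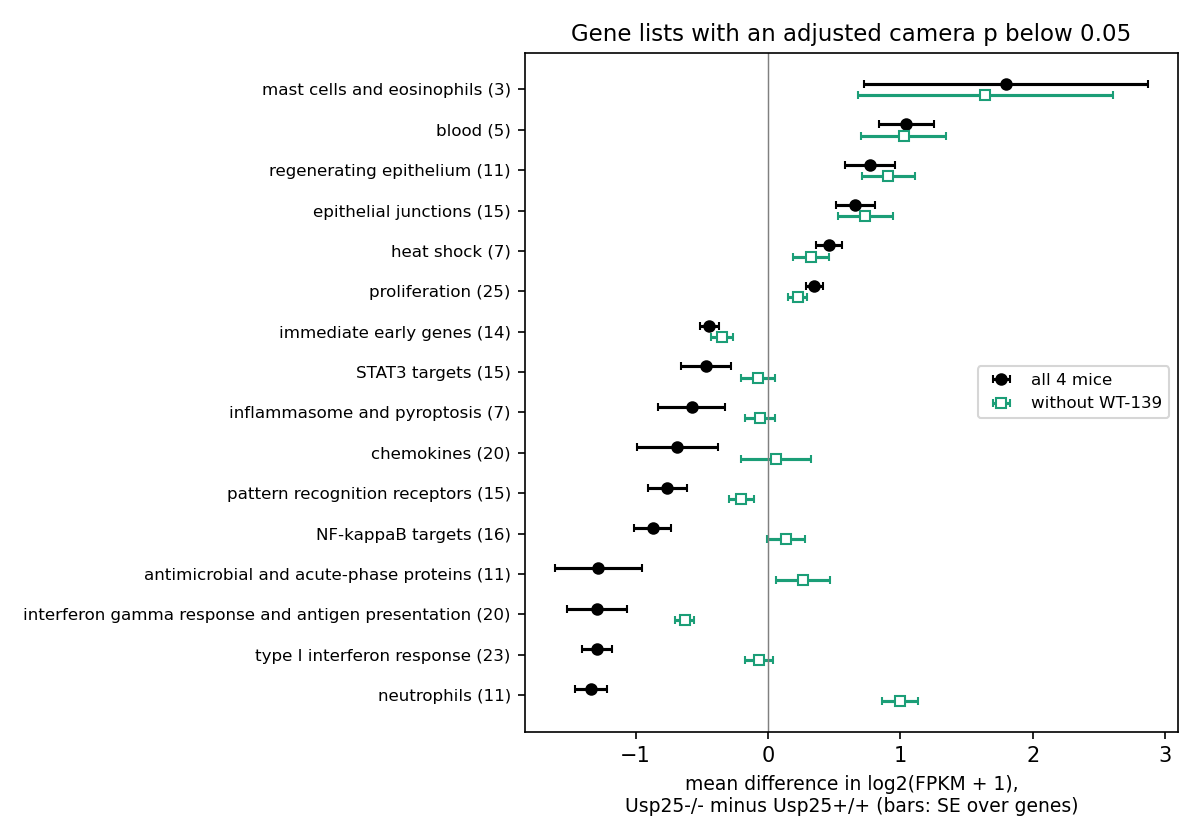
Mean difference in log2(FPKM + 1) between Usp25-/- and Usp25+/+ mice for the 16 lists that camera called with a preset correlation, with bars for the standard error over genes and the number of measured members in brackets. Filled circles use all 4 mice and open squares leave out mouse WT-139; the neutrophil list moves from -1.34 to 1.00.

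The lists that did not pass included most markers of resident cells. Monocytes and macrophages, endothelium and fibroblasts had camera adjusted p of 0.283, 0.289 and 0.533. Absorptive colonocytes (0.403), goblet cells (0.467) and smooth muscle (0.533) did not pass either. USP25 partners (0.283) and the unfolded protein response (0.315) gave no call. Within the inflammatory cytokines Il33, an epithelial alarmin, stood at 30.2 and 35.2 FPKM in Usp25+/+ mice against 268 and 112 FPKM in Usp25-/- mice. Wnt targets and crypt stem cells had a mean log2 difference of 0.14 and a median of -0.15 (camera adjusted p = 0.475). Male genes were present and Xist was near 0 in all 4 mice, with Ddx3y between 12.7 and 30.3 FPKM and Xist at no more than 0.110 FPKM.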

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

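The alternatives were fixed before the data were examined, except 2 chosen after seeing them: leaving out ribosomal RNA genes with rescaling, and leaving out mouse WT-139 together with an estimated correlation. With 1 mouse left in a group, its spread is assumed to match the other group's. Usp25 stayed lower in Usp25-/- mice in every setting run. Its log2 difference ran from -3.65 to -2.49 over the leave-one-out fits, and its adjusted p by limma ran from 0.0341 without mouse WT-140 to 1.000, with no other setting passing. The count of genes past the adjusted threshold was 0 in every other setting run and ran from 0 to 163 when a mouse was left out. The 163 came without mouse WT-140, which leaves mouse WT-139 as the only Usp25+/+ library. Lists called by camera numbered 11 without a filter, 13 without mouse WT-139, and 13 to 17 in the other fits with the preset correlation. They numbered 0 with an estimated correlation, 0 with fry, and 0 with an estimated correlation and mouse WT-139 left out. Calls in the interferon gamma, epithelial junction and proliferation lists held in each leave-one-out fit. Without mouse WT-139 camera called lists it had not called with all mice. Matrix proteases (mean log2 difference 0.63), the neighbours of Usp25 (0.73), squamous epithelium (1.45) and the unfolded protein response (0.26) were called up. Endothelium was called down (-0.67). The neutrophil list, called down with all mice, was called up in this fit (1.00). Directions turned for some results when a mouse was left out. Il6 ran from -0.72 to 0.69, Il1b from -2.65 to 1.04, Il17a from -1.46 to 0.12 and Cxcl1 from -0.61 to 0.35. Means of the neutrophil list ran from -3.68 to 1.00, of NF-kappaB targets from -1.88 to 0.14 and of the antimicrobial list from -2.88 to 0.26. The mean of the chemokines ran from -1.48 to 0.06. Without mouse WT-139 their median was -0.06, with 8 members higher and 11 lower, and camera's direction stayed down. Il6, Il1b, Il17a and the neutrophil, NF-kappaB and antimicrobial means turned upward without mouse WT-139. Cxcl1 turned without mouse KO-850, as Il6 also did. Il6 was also at 0.0233 with ribosomal RNA genes left out. The causes were not tested. The other called lists kept the sign of their mean: type I interferon ran from -2.55 to -0.07, interferon gamma from -1.95 to -0.63, pattern recognition from -1.32 to -0.20, inflammasome from -1.09 to -0.06, STAT3 targets from -0.86 to -0.07 and immediate early genes from -0.60 to -0.29. Blood ran from 0.46 to 1.62, regenerating epithelium from 0.42 to 1.13, epithelial junctions from 0.42 to 1.01, heat shock from 0.32 to 0.60, proliferation from 0.23 to 0.49 and mast cells from 1.45 to 2.15. Among the named genes 389 other values kept direction and side of the threshold, and Ccl7 and Tnf passed without mouse WT-140. Among the called lists 179 values did so and 26 were no longer past it. With the robust variance model camera again called 16 of 44 lists, 6 up and 10 down, as camera does not use that model. Its list values are not counted above. Genes below the stricter filter have no value there. Pira1, Mir6386, AF357399, Mir7048, Ceacam16, Inpp1 and Mir7060 fell below the filter, and so were not tested, without mouse WT-139 and without mouse WT-140. The same holds for Prap1, H2-Q8, Dnajc22, Pakap and Mir7005 without mouse KO-826 and without mouse KO-850, and the adipocyte list had fewer than 3 tested members without mouse WT-139. The similarity of same-genotype pairs exceeded that of mixed pairs by -0.00182 and stayed between -0.00286 and -0.00102. Read depth is unknown, and the self-test found that at this spread 2-fold changes were not recoverable.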

Other observations

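The gastric-type, lung, hindgut and alveolar macrophage lists of this part were written after the values had been seen, while the smooth muscle, neutrophil and interferon lists were fixed before. The fits without mouse WT-139 and with an estimated correlation were planned, and the tests on the gastric-type, alveolar, airway and hindgut lists, on the 6 colon genes, on the smooth muscle median, on mouse WT-139 as the cause, on the gain in FPKM, on depth and with mouse KO-850 as reference were chosen only after the results were seen. Genes known from gastric pit and surface epithelium had higher values in Usp25-/- mice. Of 12 listed genes 9 were measured, 8 had higher means and 7 passed limma adjusted over the list alone, which is no independent evidence because Tff1 and Gkn1 had prompted the list. Gkn2 stood at 33.6 and 26.8 FPKM in Usp25+/+ mice against 645 and 154 FPKM in Usp25-/- mice, and Anxa10 had means of 5.34 and 44.1 FPKM. Gkn3 was listed at 0 in both Usp25+/+ mice and had a mean of 12.5 FPKM in the others. Camera gave an adjusted p of 1.64e-09, and an adjusted p of 0.570 with an estimated correlation. Muc5ac, the surface mucin of the stomach, did not exceed 0.504 FPKM, and Pgc, a gastric pepsinogen, did not exceed 0.533 FPKM.

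Alveolar macrophage genes were abundant in both genotypes, and 9 of 11 overlapped between them. Siglecf was lower in both Usp25-/- mice, at 29.2 and 48.9 FPKM against 26.5 and 21.9 FPKM, and Pparg was higher, at 27.4 and 54.3 FPKM against 80.4 and 66.6 FPKM. Chil3 stood at 6219 to 8882 FPKM, Ear2 at 97.0 to 369 FPKM and Ctsk at 495 to 1473 FPKM, and camera gave the list of 11 an adjusted p of 0.770. Alveolar type II genes had an adjusted p of 0.151, alveolar type I genes 0.726 and airway epithelium 0.128. Bpifa1, an airway defence protein, stood at 1653 FPKM in mouse WT-139 and between 24.8 and 32.5 FPKM in the others. The 8 hindgut identity factors, with Cdx1, Cdx2 and Hoxd13 among them, stayed at or below 0.769 FPKM.

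The first pattern is the presence of lung transcripts and the near absence of colon transcripts under a colon label. One hypothesis is that the values come from lung. Over 9 lung genes not looked at before, the median of the mean levels was 11.4 FPKM, against 0.117 FPKM over the colon genes not looked at before; Cxcl15, a lung chemokine, stood at 43.3 to 109 FPKM, while 2 of the lung genes, Plet1 and Lpcat1, are also known from gut, and the colon gene B3gnt7 stood at 10.8 to 60.8 FPKM. Mixing of lung RNA into colon RNA is argued against by the highest value of Myh11, Des, Actg2, Car1, Slc26a3 and Muc2 in any library, 1.45 FPKM, and colon stripped of its epithelium by DSS by the highest library median of smooth muscle genes, 1.39 FPKM. Whether tissue, sample name or table differs from the label stays open, and Usp25 follows the genotype labels either way.

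The second pattern is the lower level of the neutrophil and interferon lists in Usp25-/- mice. A candidate explanation is mouse WT-139 alone, because without it the mean log2 difference was 1.00 for neutrophils and -0.0690 for type I interferon genes. It was -0.63 for the interferon gamma list, which argues against mouse WT-139 as the whole cause of that part. Mouse WT-140 is the only Usp25+/+ mouse in that fit, so a genotype effect cannot be told from a peculiarity of this mouse. With all 4 mice, 12 of 20 members were lower in both Usp25-/- mice than in both Usp25+/+ mice. Another 3 members had higher means in Usp25-/- mice. Lists of cell types moved both ways in the same fit. Endothelium had a mean of -0.67 ± 0.13, with 11 of 12 members lower. T cells had -0.37 ± 0.16 and fibroblasts 0.14 ± 0.12. Whether cell content accounts for the interferon gamma difference was not tested. The wider low-level signal of mouse WT-139 is argued against by the median gain of 55.7 FPKM over mouse WT-140. This gain covers 54 members of the neutrophil, type I interferon and interferon gamma lists. An effect of genotype stays open. With all 4 mice camera called the neutrophil and type I interferon lists lower with the preset correlation. It did not call them with an estimated one (adjusted p = 0.850 for both). Without mouse WT-139 and with the preset correlation, it called the neutrophil list up and did not call the type I interferon list. The direction of any genotype effect on neutrophil genes is therefore open too.

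The third pattern is the larger number of genes above 0 in mouse WT-139 (20532) and mouse KO-826 (17219) than in mouse WT-140 (15581) and mouse KO-850 (15782). Olfactory receptor genes, which neither colon nor lung is known for, were above 0 for 839 and 516 of 1125 in mice WT-139 and KO-826, against 123 and 195 in mice WT-140 and KO-850. Depth is argued against because FPKM is scaled to it, while the mean over these genes in mice WT-139 and KO-826 was at least 7.47 times that of mouse WT-140 and at least 3.09 times that of mouse KO-850, which was itself 2.42 times that of mouse WT-140. Genomic DNA or unspliced RNA may contribute, as it would raise silent genes alike, and the rises of olfactory and vomeronasal receptor genes from mouse WT-140 to mouse WT-139, 12.6 times each, differed by a factor of 1.01, and those from mouse KO-850, 5.22 and 7.33 times, by a factor of 1.40. These 2 sources were not separated from each other, and as 1 mouse of each genotype is affected, no genotype difference was tested.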
